A study of Mus musculus with 6 samples. Its data were reported in "Death Induced by Survival gene Elimination (DISE) correlates with neurotoxicity in Alzheimer’s disease and aging" (2024).

How the data were processed

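Ago-bound short RNAs were measured in 6 mouse brain samples, 3 WT and 3 Tau tg. Groups and replicate numbers were taken from the sample titles. Per the study's methods, Ago proteins were pulled down from lysed tissue with a peptide derived from GW182, the bound RNA was extracted, adapters were ligated with selection of the ligated products on gels, and the libraries were sequenced on an Illumina instrument. A legend of the study describes more samples per tau group than the labels list, while the study's methods give the number in the labels. No genotype of the libraries was checked here, since the table holds no transgene measurement.

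The authors made the deposited table with the SPOROS pipeline. Reads were demultiplexed and trimmed, compiled into a table of unique sequences and cleared of rare reads. They were then searched with BLAST against lists of small RNAs, and sequences that matched artificial ones were removed. The deposited values are RPM, the reads of a sequence scaled to the library size of each sample, as scaled by the authors. The columns sum to between 915719 and 978886, so rows were removed after scaling. The table has 109434 rows, of which 44347 are at 0 in all 6 samples and were left out. The authors' viability column, which gives each 6mer seed a percent viability averaged over 3 murine cell lines, was used as deposited. It ranges from 3.3 to 108.5, and the seed matched read positions 2 to 7 in 100% of rows. The deposited total column exceeds the sum of the 6 samples and was used only in the closing section. Removal of exact artificial sequences can leave copies with sequencing errors in the table. The removal of rare reads makes low values incomplete. The mRNA names in the deposited annotation refer to the mm9 build, so none of its coordinates were used.

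Each value was a whole multiple of what 1 read is worth in its sample, and 100% of values came out whole. Recovered reads ranged from 998248 to 6879551 per sample. The design had been written for RPM values, and count models were planned as alternatives on the recovered reads.

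The weighted median, weighted mean, share under 50% viability, G content and miRNA share were computed per sample. They were compared with an exact two-sided permutation test over the 20 assignments of the samples, with Benjamini-Hochberg adjustment over 5 measures. Sequences, mature miRNAs, 6mer seeds and miRNA families were tested with limma 3.58.1 with a mean-variance trend on log2(RPM + 1), for rows with a mean of at least 1 RPM. Fold changes are on this scale, which understates the change of low rows. Differential viability was the weighted median viability of sequences with an unadjusted p under 0.05 and a lower mean in Tau tg minus that of sequences with a higher mean, weighted by the difference of the group means. R 4.3.3, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.

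The alternatives were a pseudocount of 0.1 or 5, no filter, a mean of at least 10 RPM, median-of-ratios scaling, quantile normalization, limma without trend, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, a replicate block, and leaving out each sample. For the viability measures, other viability limits, read lengths of 19 to 25 nt and subsets of rows were added. edgeR called 49 sequences and DESeq2 459 at an adjusted p under 0.05. DESeq2 ran with its default filter, so its adjustment for sequences covered fewer rows than that of limma or edgeR. Leaving out reads with the shared 12-nt stretch, and reads like a 19-nt sequence in Tau tg 1, was chosen after seeing the data, as were the counts over all miRNA families. Reads that lack the last base of the stretch stayed in. The other choices for these comparisons, including the rule for named items, were made before the data were examined. The rule named miR-9-5p, miR-221-3p, the 5 most abundant miRNAs, miRNAs with p under 0.05 and a difference of at least 1000 RPM, up to 3 sequences and 2 seeds in each direction without group overlap, and 15 marker families.

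The limma and edgeR steps were tested on simulated data drawn for the real rows. Changed rows were drawn only from the more abundant rows, and each run used the same dispersion for every row. The shares below are therefore not the power for low rows or for rows with another dispersion. With a dispersion of 0.1, limma called 99.5% of 200 sequences changed 8-fold among 36070 at an adjusted p under 0.05. With the dispersion of 4.87 estimated here it called 0% after adjustment and 12% at an unadjusted p under 0.05. For 689 miRNAs with a dispersion of 0.79, it called 0% of 60 miRNAs changed 4-fold after adjustment and 38.3% at an unadjusted p under 0.05. Positions come from exact matches of the most abundant read to GENCODE M21 transcripts on GRCm38, and no genome sequence was used. Lists of pituitary-like and choroid plexus-like miRNAs were written for a test in the closing section.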

Results

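Short RNAs bound to Argonaute (Ago) proteins were sequenced from mouse brain. The deposited protocol gave the tissue as cortex and hippocampus combined, while the sample labels named hippocampus only. Ago proteins are the core of the RNA-induced silencing complex (RISC), and the RNAs they hold are called RISC-bound short RNAs (R-sRNAs) here. The 6 samples fell into 2 groups of 3 mice. WT mice served as controls, and Tau tg mice carried a transgene for a fragment of human tau, a protein that aggregates in Alzheimer's disease. The comparison addressed whether the seeds of R-sRNAs were more toxic in the Tau tg brain. A 6mer seed is the stretch of 6 nt at read positions 2 to 7 that pairs with a target mRNA. Its 6mer seed viability is the percentage of cells that survived when a short RNA with that seed was introduced, averaged over 3 murine cell lines, so a low value marks a toxic seed.

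The table held 65087 unique sequences above 0 in at least 1 of the 6 samples, with lengths of 15 to 30 nt. The values were RPM, the reads of a sequence scaled to the library size, and whole read numbers could be recovered from them. WT 1, WT 2 and WT 3 held 2050054, 1387001 and 998248 reads. Tau tg 1, Tau tg 2 and Tau tg 3 held 6879551, 1152568 and 2358928 reads, so the deepest sample had 6.89 times the reads of the shallowest. The number of sequences detected ranged from 17762 in Tau tg 2 to 32875 in Tau tg 1. A floor of 3 reads corresponded to 0.427 RPM in Tau tg 1 and to 2.75 RPM in WT 3. These floors and the intervals given for shares cover counting error only, since PCR copies could not be told from separate molecules.

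Most reads were annotated as mature miRNAs. Their share was 90.4%, 82.9% and 82.7% in WT 1, 2 and 3, and 92.4%, 87.9% and 86.4% in Tau tg 1, 2 and 3. The 95% Wilson interval of each share was at most 0.0855 percentage points wide on either side. The group means were 85.3% ± 4.37 (SD, n = 3) in WT and 88.9% ± 3.16 (SD, n = 3) in Tau tg. The difference of 3.56 percentage points was smaller than the spread between WT mice, with an exact two-sided permutation p of 0.3 and an adjusted p of 0.625 over 5 summary measures. With 3 mice against 3, the smallest p such a test can give is 0.1. Restricting the reads to 19 to 25 nt moved this difference most among the alternatives that kept all samples, to 1.79 percentage points. With 1 sample left out, the difference ran from 1.79 percentage points without Tau tg 1 to 6.08 without WT 1. Fragments annotated as mRNA made up 7.65% ± 2.37 (SD, n = 3) of reads in WT and 4.80% ± 1.87 (SD, n = 3) in Tau tg. Fragments of tRNA made up 2.70% ± 1.5 and 2.52% ± 1.31 (SD, n = 3), and those of rRNA 0.598% ± 0.0662 and 0.442% ± 0.0807 (SD, n = 3). The rRNA shares did not overlap between the groups and had an exact permutation p of 0.1, the smallest the design allows. Over 7 classes such a test cannot pass 0.05 after adjustment.

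The viability of all R-sRNAs was compared first, with each sequence weighted by its RPM and each mouse taken as the unit. The weighted median 6mer seed viability was 57.2%, 57.3% and 57.3% in the WT mice and 56.3%, 57.3% and 57.2% in the Tau tg mice. The group means of these medians were 57.3% ± 0.0577 (SD, n = 3) and 56.9% ± 0.551 (SD, n = 3), with an exact permutation p of 0.7. Leaving out the reads of miR-9-5p changed the difference most, from -0.333 to -3.03 percentage points, and the exact p then was 0.1, the smallest the design allows. Without Tau tg 1 the difference was -0.0167 percentage points. The weighted mean viability was 58.2% ± 1.09 (SD, n = 3) in WT and 57.5% ± 0.199 (SD, n = 3) in Tau tg, with an exact permutation p of 0.4. That difference of -0.749 percentage points was -0.163 without WT 3 and -1.24 without WT 1.

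The share of reads with a seed viability under 50% was 24.8% ± 0.977 (SD, n = 3) in WT and 25.3% ± 0.194 (SD, n = 3) in Tau tg, with an exact permutation p of 0.4. Without WT 1 the difference of 0.559 percentage points fell to 0.00469, and with a limit of 40% viability it changed sign to -0.179. It was 0.927 without WT 3, 0.953 among miRNA reads, and 0.946 without miR-9-5p reads, the last with an exact permutation p of 0.1. Because toxic seeds tend to be rich in G, the G content of the seeds was compared as well. It was 26.7% ± 1.26 (SD, n = 3) in WT and 27.4% ± 0.960 (SD, n = 3) in Tau tg, with an exact permutation p of 0.5. This difference of 0.778 percentage points was 0.0752 without WT 3, 0.335 without Tau tg 2, and 1.29 without WT 1 or without Tau tg 1. All 5 summary measures therefore differed by less than, or about as much as, single mice of the same group differed from each other.

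**Figure D1:**
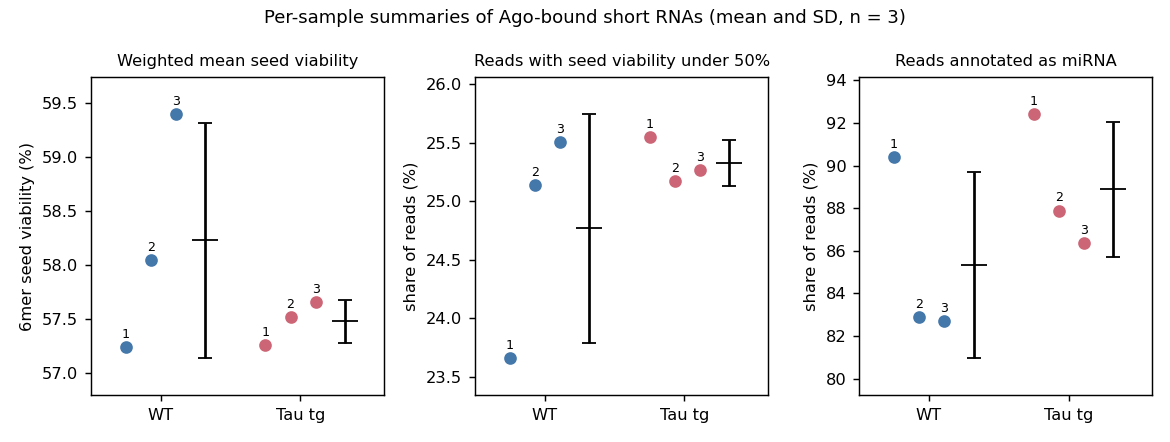
Weighted mean 6mer seed viability (%), share of reads with a seed viability under 50% (%) and share of reads annotated as miRNA (%) in the 3 WT and 3 Tau tg samples. Each point is a sample with its replicate number, the bar is the mean and the error bar the SD, and the axes do not start at 0; the 2 groups overlap in each panel.

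Differential abundance of single sequences was then tested with limma on log2(RPM + 1) for the 36070 sequences with a mean of at least 1 RPM. At an unadjusted p under 0.05 there were 803 sequences, of which 519 were higher and 284 lower in Tau tg. This was 2.23% of the sequences tested, and limma called 2.65% of unchanged sequences in simulated data where every row had the dispersion estimated here. With Benjamini-Hochberg adjustment, 10 sequences passed 0.05, 2 of them higher and 8 lower. The count model DESeq2 on the recovered reads moved these counts most, to 3344 sequences at an unadjusted p under 0.05, only 260 of them higher. It called 459 after adjustment, which its default filter limited to fewer rows. Without Tau tg 2, no sequence passed the adjusted threshold and 531 passed the unadjusted p. Leaving out other samples gave 5 adjusted calls without WT 2, 17 without WT 3 and 2 without Tau tg 3. Because zeros in both groups count as overlap, non-overlap was counted among the 5704 sequences above 0 in all 6 samples. Of these, 526 (9.22%) had groups that did not overlap, where chance gives 10% for 3 against 3.

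The sequences called without adjustment were weighted by the difference between the group means. The 283 sequences with a lower mean in Tau tg had a weighted median 6mer seed viability of 71.2%. The 520 sequences with a higher mean had 60.9%. The difference was 10.3 percentage points, and its values with each sample left out in turn had an SD of 7.83 and lay between -4.6 and 14.3. The sign changed without WT 2 (-1.9), without Tau tg 1 (-3.6) and without Tau tg 2 (-4.6). It also changed for the sequences called under median-of-ratios scaling, to -3.6. In the higher set, miR-9-5p held 26% of the summed difference. In the lower set, miR-99a-5p was the miRNA with the largest part, at 14.3%.

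Single sequences were named where the groups did not overlap. Their limma p-values rest on a variance taken from the mean-variance trend, not on the spread of each sequence between mice. The read TCTTTGGTTATCTAGCTGTAT of miR-9-5p had the largest increase, from 7759 ± 928 RPM in WT to 13207 ± 3064 RPM in Tau tg (SD, n = 3). Its log2 fold change was 0.75 with a limma adjusted p of 0.584. It was higher than the WT mean in 3 of 3 Tau tg samples. The next sequences that rose carried the toxic seed GGGGGC, with a viability of 13%. TGGGGGCACATGTAAACCA was listed at 0 in each WT sample and at 0.285, 1066 and 610 RPM in Tau tg 1, 2 and 3, with a limma adjusted p of 7.75e-07. TGGGGGCACATGTAAACCATT was also listed at 0 in each WT sample and reached 1113 RPM in Tau tg 2 and 381 RPM in Tau tg 3, with a limma adjusted p of 3.6e-06. Tau tg 1 held 0.285 RPM of each, which is below its floor. Without Tau tg 2 or Tau tg 3 the adjusted p of both reads rose to 0.686 and 0.561. The longer read contains the shorter one.

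Among the sequences that fell, TTAGTCGACATGTAAACCA had the largest change. It stood at 3241 RPM in WT 1 and 2237 RPM in WT 2 but at 3.67 RPM in WT 3. In the Tau tg samples it stood at 0.854, 0.836 and 0 RPM. Its limma adjusted p was 3.51e-15, which became 0.143 without Tau tg 2. Its log2 fold change moved little in that step, from -7.75 to -7.89. Its seed UAGUCG has a viability of 83.7%. The read TAACACTGTCTGGTAACGATGT of miR-200a-3p fell from 831 ± 478 to 163 ± 82.6 RPM (SD, n = 3), with a limma adjusted p of 0.0862. Its adjusted p was 0.0223 under median-of-ratios scaling, 0.0106 with edgeR and 0.00191 without WT 1, and its alternatives reached up to 0.889. The read TAATACTGTCTGGTAATGCCG of miR-429-3p fell from 339 ± 210 to 37.2 ± 29.4 RPM (SD, n = 3), with a limma adjusted p of 0.0135. Over its alternatives the adjusted p ranged from 0.000296 without WT 1 to 0.889 with a mean of at least 10 RPM. It was 0.263 without WT 2, 0.203 without WT 3, 0.686 without Tau tg 2 and 0.234 without Tau tg 3. Both of these reads were below the WT mean in 3 of 3 Tau tg samples.

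The sequences with the seeds GGGGGC and UAGUCG shared the 12-nt stretch ACATGTAAACCA after the seed. In all, 60 sequences held it, and none of them matched a GENCODE M21 mouse transcript exactly on either strand, against 59 of the 60 most abundant miRNA reads. The deposited annotation nevertheless listed some of them as mRNA. Sorted by the 6 nt before the stretch, reads with UAGUCG reached 3997 RPM in WT 1 and 3129 RPM in WT 2. Reads with GGCAGU, a seed of 25.1% viability, reached 1518 RPM in WT 3 and 370 RPM in Tau tg 1. Reads with GGGGGC reached 2694 RPM in Tau tg 2 and 1250 RPM in Tau tg 3 (1249.54 RPM before rounding). Each of the 3 seeds stayed at or below 8.81 RPM in the other 4 samples.

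**Figure D2:**
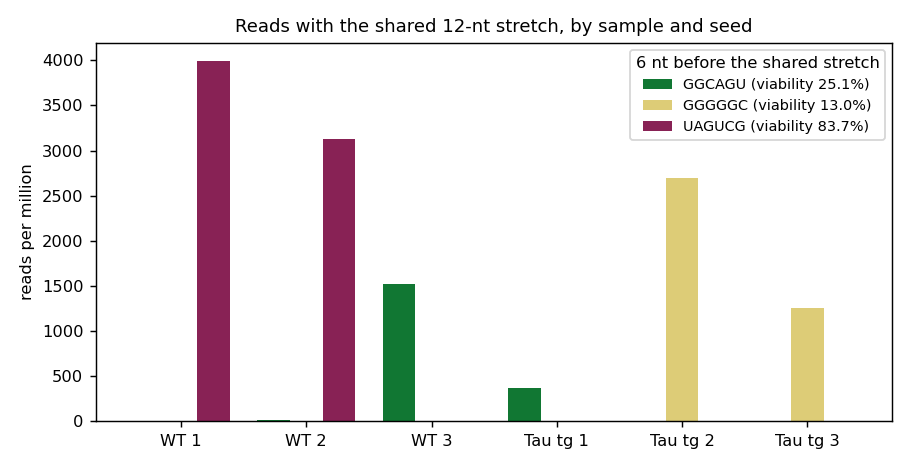
Abundance in RPM of reads with the shared 12-nt stretch in each of the 6 samples, with bars coloured by the 6 nt before the stretch and the viability of that seed in the key. UAGUCG stands out in WT 1 and WT 2, GGCAGU in WT 3 and Tau tg 1, and GGGGGC in Tau tg 2 and Tau tg 3.

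At the level of mature miRNAs, 689 were tested. At an unadjusted p under 0.05 there were 25, with 14 higher and 11 lower, and none had a limma adjusted p under 0.05. The median log2 change of all 689 miRNAs was 0.25, and it fell to 0.09 under median-of-ratios scaling, so log2 fold changes were also given relative to 0.25. Leaving out WT 1 moved the unadjusted count most, to 50 miRNAs, and without Tau tg 1 there was 1 adjusted call. DESeq2 gave 5 adjusted calls. The direction of the unadjusted calls depended on the scaling, with 10 of 25 higher under median-of-ratios scaling and 7 of 24 under quantile normalization. Of the 472 miRNAs above 0 in all 6 samples, 9.53% had groups that did not overlap, against 10% by chance.

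miR-9-5p was measured at 37677, 29427 and 29628 RPM in WT 1, 2 and 3, and at 44564 (44564.5), 48005 and 46351 RPM in Tau tg 1, 2 and 3. The means were 32244 ± 4706 and 46307 ± 1720 RPM (SD, n = 3), and the groups did not overlap. The log2 fold change was 0.53 ± 0.32 (SE), or 0.29 relative to the median miRNA, with a limma p of 0.114 and a limma adjusted p of 0.896. Without WT 1 the limma p was 0.0262. Its main seed CUUUGG has a viability of 60.9%. The most abundant read, TCTTTGGTTATCTAGCTGTATGA, matches 3 hairpins on the GRCm38 build and cannot be assigned to any of them. These are Mir9-1 on chromosome 3 (88215598 to 88215686, plus strand, in an intron of the lincRNA gene Gm3764), Mir9-2 on chromosome 13 (83738814 to 83738885, plus strand, in an exon of C130071C03Rik) and Mir9-3 on chromosome 7 (79505264 to 79505353, plus strand, in an intron of Mir9-3hg).

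miR-221-3p stood at 11394 ± 3862 RPM in WT and 16013 ± 6084 RPM in Tau tg (SD, n = 3), a difference smaller than the SD in Tau tg, with a limma adjusted p of 0.896. It maps to Mir221 on chromosome X (19146294 to 19146388, minus strand, outside other genes). The most abundant miRNA, miR-124-3p, stood at 77313 ± 14129 and 60257 ± 11426 RPM (SD, n = 3), with a log2 fold change of -0.36 ± 0.34 (SE), or -0.61 relative to the median miRNA. Its read matches hairpins on chromosomes 14, 3 and 2. let-7c-5p stood at 34309 ± 12661 and 44340 ± 4815 RPM (SD, n = 3), miR-26a-5p at 35332 ± 5360 and 42209 (42208.5) ± 5742 RPM, and miR-128-3p at 29450 ± 14233 and 33262 ± 2289 RPM. Each of these 4 abundant miRNAs had overlapping groups and a limma adjusted p of 0.896. The sign for miR-26a-5p flipped under quantile normalization, and that for miR-128-3p under DESeq2 and, at -0.14, without WT 1. Without WT 1 the limma p of let-7c-5p was 0.0295.

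Only miR-136-5p and miR-200a-3p had an unadjusted p under 0.05 together with a difference of at least 1000 RPM. miR-136-5p fell from 3587 ± 2967 to 1495 ± 922 RPM (SD, n = 3), with a limma p of 0.0400. WT 2 alone held 7003 RPM, and without it the log2 fold change of -1.16 (-1.41 relative to the median miRNA) was -0.53 with a limma p of 0.263. Mir136 lies on chromosome 12 (109595327 to 109595388, plus strand, opposite to an exon of Rtl1). miR-200a-3p fell from 2484 ± 1413 to 921 ± 53.1 RPM (SD, n = 3), with a log2 fold change of -1.21 ± 0.43 (SE), or -1.46 relative to the median miRNA, a limma p of 0.0119 and a limma adjusted p of 0.896. WT 1, at 930 RPM, lay within the range of the Tau tg samples, and without WT 3 the limma p was 0.0704. Mir200a lies on chromosome 4 (156054896 to 156054985, minus strand, in an intron of Ttll10).

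**Figure D3:**
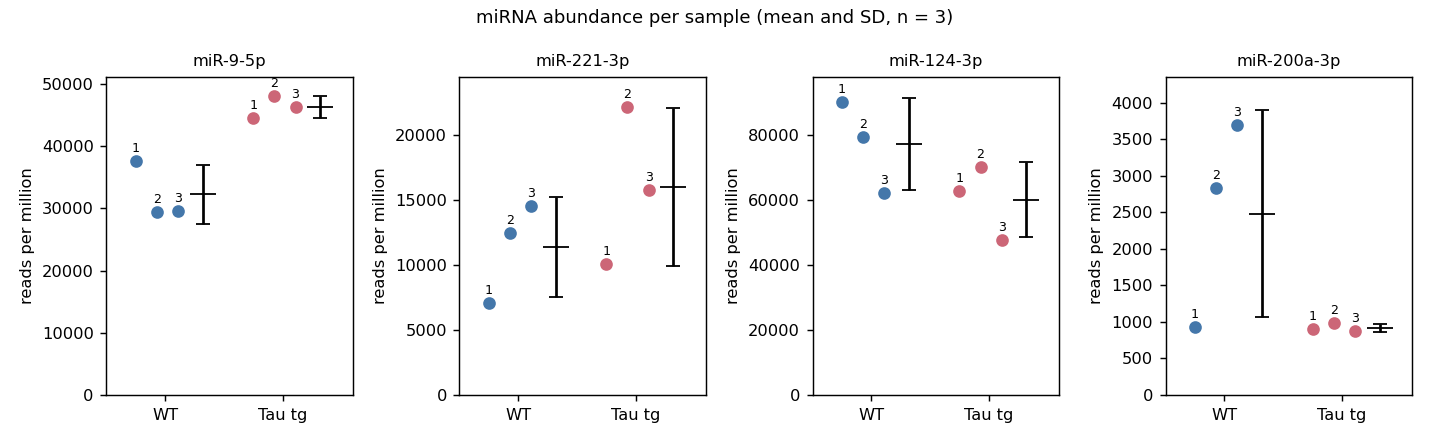
Abundance in RPM of miR-9-5p, miR-221-3p, miR-124-3p and miR-200a-3p in the 3 WT and 3 Tau tg samples. Each point is a sample with its replicate number, and the bar and error bar give the mean and SD; only miR-9-5p shows no overlap, with WT up to 37677 RPM and Tau tg from 44564 (44564.5) RPM.

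Reads were also summed by 6mer seed. Of 3987 seeds tested, 172 had an unadjusted p under 0.05, with 49 higher and 123 lower, and 5 had a limma adjusted p under 0.05. Of the 1966 seeds above 0 in all 6 samples, 217 (11%) had groups that did not overlap, against 10% by chance. Those 5 were looked up after their values were seen. GGGGGC rose from 27.7 ± 18.5 to 1400 ± 1394 RPM (1399.89 before rounding; SD, n = 3), and reads with the shared stretch made up 90.1% of it. UAGUCG fell from 2569 ± 2165 to 40.9 ± 27.9 RPM (SD, n = 3), with 89.6% of its reads holding the stretch. Without these reads its log2 fold change was -2.56 with a limma adjusted p of 0.0378, and shorter reads that lack the last base of the stretch were still included. Over its alternatives the adjusted p ranged from 3.02e-35 without WT 3 to 0.773 without the limma trend, and it was 0.0755 without Tau tg 1 and 0.679 without Tau tg 2. GUACGC rose from 22.3 to 1837 RPM through Tau tg 1 alone, at 5438 RPM. Reads like the 19-nt sequence in Tau tg 1 made up 94.1% of this seed. AAUACU is the seed of miR-200b-3p, miR-200c-3p and miR-429-3p. It fell from 2507 ± 1119 to 678 ± 242 RPM (SD, n = 3), with a log2 fold change of -1.86 ± 0.37 (SE) and a limma adjusted p of 0.00164. Over its alternatives the adjusted p ranged from 6.28e-05 under quantile normalization to 0.997 under edgeR, and it was 0.111 under median-of-ratios scaling. UUGGCA fell from 825 ± 422 to 193 ± 77.1 RPM (SD, n = 3), with a limma adjusted p of 0.00795. By the naming rule, the seeds that rose were UCAUCG and CAGUCU, with log2 fold changes of 0.81 ± 0.39 and 1.68 ± 0.56 (SE) and limma adjusted p-values of 0.991 and 0.705. Median-of-ratios scaling raised the higher share of the unadjusted calls from 28.5% to 47.7%, and quantile normalization raised it to 54.3%. Without Tau tg 2 no seed had an adjusted p under 0.05, with 159 at an unadjusted p under 0.05. The adjusted count was 3 without WT 1, 2 without WT 2 and 1 without Tau tg 1, and the unadjusted count without Tau tg 1 was 105.

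Cell composition was examined through 15 miRNA families that the study assigned to neurons, glia, and macrophages or lymphocytes. At a limma p under 0.05, only miR-200c, assigned to glia, differed. It fell from 778 ± 259 to 342 ± 206 RPM (SD, n = 3), with a limma p of 0.00771, which became 0.0954 without Tau tg 3. Adjusted over the list alone its p was 0.116, and adjusted over all 361 families it was 0.397. No family of the list had an adjusted p under 0.05 either way. Without WT 2, 1 family passed when adjusted over the list alone. Among the neuronal families, miR-9 stood at 42506 (42505.5) ± 7850 and 57095 ± 3403 RPM, and miR-21a at 31745 ± 18076 and 30222 ± 12318 RPM (SD, n = 3). Among all 361 families, 19 had an unadjusted p under 0.05, with 9 higher, and miR-429, which is not on the list, was the only one with an adjusted p under 0.05. It was looked up after its values were seen. It fell from 845 ± 546 to 102 ± 91.0 RPM (SD, n = 3), with a limma adjusted p of 0.0162. Over its alternatives the adjusted p ranged from 7.32e-05 with DESeq2 to 0.888 without Tau tg 3, and it was 0.727 without Tau tg 2. Of the unadjusted calls, 6 of 17 were higher under median-of-ratios scaling and 3 of 12 under quantile normalization. Leaving out WT 1, WT 2 or WT 3 gave adjusted counts of 6, 2 and 3, and leaving out Tau tg 2 or Tau tg 3 gave 0, with 20 and 13 at an unadjusted p under 0.05. The sequence form of miR-21a-3p in these reads differed from the mouse reference at 1 base in 99.5% of reads.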

Values the study reported

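For the tau transgenic brains, the study reported that the median 6mer seed viability of the RISC-bound short RNAs that were enriched or depleted was lowered by more than 10%. It also described miR-9-5p as strongly enriched in the RISC of these mice. For the amyloid model, it stated that miRNAs made up more than 96% of the R-sRNAs.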

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

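Both tests in this part were chosen after the result was seen. A signal appeared in data that the comparisons did not use. The deposited total column exceeded the sum of the 6 samples by 1955876 per-million units. Rounding is argued against, because 44347 sequences at 0 in all 6 samples had a total above 0, and together these held 201901 per-million units. The difference equalled 2.05 average sample columns, which is what further libraries summed into the total may give. A legend of the study describes more samples per tau group than the labels list, while its methods give the number in the labels, so which samples its tau values rest on stays open. Such libraries were not analysed here, and no biological explanation was tested, since no group is known for them.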

How the results depend on the processing

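The 5 per-sample measures kept their direction under each alternative, except that the share of reads under 40% viability gave -0.179 percentage points where 50% gave 0.559. Their exact tests cannot pass 0.05 with 3 against 3, so this says nothing about significance.

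The count of sequences with an unadjusted p under 0.05, 803, became 429 with a pseudocount of 5, 167 with a mean of at least 10 RPM (fewer sequences tested), 2565 with edgeR and 3344 with DESeq2. Of these, 358 and 260 were higher in Tau tg with edgeR and DESeq2, against 519 of 803. Quantile normalization raised the higher share from 64.6% to 77.1%. The 6 fits that each left out 1 sample gave 531 to 942. The adjusted count of 10 became 16 with a pseudocount of 0.1, 0 with 5, 4 with no filter, 0 with a mean of at least 10 RPM, 6 with quantile normalization, 1 without trend, 49 with edgeR, 459 with DESeq2, and 0 to 17 with 1 sample left out. It was 4 without the reads of the shared 12-nt stretch, and 4 without these and the reads like the 19-nt sequence. For mature miRNAs the unadjusted count ran from 18 to 50 and the adjusted count from 0 to 1 with 1 sample left out, and DESeq2 gave 5 adjusted calls. For seeds the unadjusted count ran from 105 to 232 and the adjusted count from 0 to 6 with 1 sample left out. The adjusted count of 5 became 3 with a pseudocount of 0.1, 3 with median-of-ratios scaling, 0 without trend, 2 with edgeR, 10 with DESeq2 and 3 without both kinds of reads. Marker families adjusted over the list alone ran from 0 to 1. Over all families, the unadjusted count of 19 became 12 with quantile normalization. The adjusted count of 1 became 0 with a pseudocount of 5, no filter, a mean of at least 10 RPM, median-of-ratios scaling, quantile normalization, no trend and the replicate block, with unadjusted counts of 12 to 19. It became 4 with edgeR, 6 with DESeq2, and 0 to 6 with 1 sample left out. Apart from the smaller sets, the cause was not tested.

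For differential viability, the other tests and scalings changed only which sequences were called, while directions and weights stayed on the deposited RPM. The differential viability of 10.3 percentage points reversed to -3.6 for sequences called under median-of-ratios scaling and to -3.6 for those called by edgeR. Among sequences without a miRNA annotation it was 26.1, and it reversed to -4.7 there when reads with the shared stretch were left out. It moved to 30.4 without trend, 21.5 with DESeq2, 18.3 at p under 0.01 and 70.7 at an adjusted p under 0.05. It fell to 2.6 with a pseudocount of 5, to 4.2 under quantile normalization and to 3.7 among sequences annotated as miRNA. With 1 sample left out it ran from -4.6 to 14.3. Other than for the shared stretch, the cause was not tested.

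Same-numbered samples did not deviate together, with correlations from -0.00964 to 0.132 over sequences and from -0.112 to 0.111 over miRNAs. With the replicate block, 22 sequences instead of 10 had an adjusted p under 0.05. The adjusted p of the miR-200a-3p read was 0.0177 with the block. The block gave 809 unadjusted sequences and a differential viability of 7.1.

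Single items reversed only where their change was small. On the log2 scale, miR-26a-5p was -0.0261 under quantile normalization, miR-128-3p -0.0327 with DESeq2, and miR-19 -0.0609 under median-of-ratios scaling and -0.0133 with edgeR. With 1 sample left out, miR-128-3p ran from -0.14 to 0.64, miR-21a from -0.37 to 0.43, miR-376a from -0.0700 to 0.51, miR-126 from -0.0628 to 0.54, miR-19 from -0.28 to 0.27, miR-223 from -0.25 to 0.63 and miR-32 from -0.57 to 0.32. Over the 33 named items there were 27 changes to weaker and 6 to stronger. Depth limits sequences near 1 RPM, because 3 reads equal 2.75 RPM in WT 3.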

Other observations

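Of the tests in this part, 4 were chosen before their result was seen: the scan of hairpins for a strain variant and for another species, the scaling test and the pituitary-like list. The others were chosen afterwards.

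The split by genotype did not stand out among the 10 splits of the 6 samples into 3 and 3, a design in which the share of splits cannot go below 0.1. In 6 of the 10 splits, the real one included, at least 803 sequences had an unadjusted p under 0.05, and other splits gave 632 to 999. In 5 of the 10, at least 10 sequences had an adjusted p under 0.05. For mature miRNAs, 7 of the 10 splits gave at least 25 with an unadjusted p under 0.05. After adjustment the real split gave 0, which any split must reach, so that count cannot decide the question. For 6mer seeds, 5 of the 10 gave at least 172 before adjustment and 3 of the 10 at least 5 after it. For marker families, 5 of the 10 gave at least 1 at an unadjusted p under 0.05. Over all miRNA families, 3 of the 10 gave at least 19 before adjustment and 5 of the 10 at least 1 after it. For differential viability, 7 of the 10 gave a size of at least 10.3 percentage points, and the other splits reached 29.9.

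Reads with the shared 12-nt stretch ACATGTAAACCA followed the samples in pairs rather than the genotype. A difference between the genotypes is argued against by WT 1, where the RPM of the UAGUCG reads was 1089 times that in WT 3. Reads misassigned from the further libraries in the total column are argued against too, because 0% of the total of these sequences lay beyond the 6 samples. The study transfected cells with short RNAs named by the seeds GGCAGU and GGGGGC, so a candidate explanation is carry-over of synthetic duplexes. It also sequenced Ago-bound RNA from cells transfected with sGGGGGC or with a control short RNA named sNT1. Its methods do not print the sNT1 sequence, so the UAGUCG reads were not compared with it. Reads of the complementary strand were looked for beside the guides. Of the 6 libraries with at least 1000 guide reads, 3 held complementary-strand reads: 8 in WT 1, 5 in Tau tg 2 and 21 in Tau tg 3. These 34 reads all lay beside the matching guide. WT 2, WT 3 and Tau tg 1 held none. Their absence cannot decide for or against carry-over, because the study describes the modified strand in different ways. For its seed screen it describes duplexes whose passenger strand is modified to keep it out of the RISC. For the transfected short RNAs its methods name the guide strand as the modified one. Carry-over stays open. The step at which such RNA or libraries might have entered was not tested.

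These reads may also carry part of the differential viability. Among sequences without a miRNA annotation, the difference of 26.1 percentage points became -4.7 when they were left out. Over all sequences it was 3.7 without them, against 10.3 with them. Reads of miR-9-5p are argued against as its source, since the difference was 16.9 percentage points without them. Of the 10 sequences with an adjusted p under 0.05, 5 held the stretch.

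Tau tg 1 held 7712 RPM of 168 sequences that resemble CGTACGCGGGTTTAAACGA, while the other samples held at most 58.7 RPM. Such sequences made up 94.1% of the reads with the seed GUACGC. The unchanged 19-nt sequence was absent, and 33 sequences lay exactly 1 base away from it. This is consistent with the remains of an oligonucleotide whose exact sequence was removed during processing. The study ran size markers beside the RNA on its gel, and their sequences were not compared here. No biological explanation was tested.

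The miR-21a-3p reads had a base that differs from the mouse reference. Sequencing errors are argued against by a share of 99.5% for the changed form. The study names the laboratory strain on which its tau transgenic mice were kept. That strain was not compared here with the strain of the reference, so a strain variant at 1 site stays open for Mir21a. It would not account for the 7 other hairpins that also had a changed base outside A-to-G editing in most reads. At 3 of these 7, no unchanged read was found, so the reads may come from other genes. The other 4 and Mir21a make 5 hairpins, on chromosomes 11, 14, X, 16 and 3, as RNA from cells of another species could give. Their changed reads did not all follow the same course across samples. WT 3 held 1609 RPM for Mir21a but 0.917 RPM for Mir503 and 7.34 RPM for Mir301b. WT 1 held 224, 28.6 and 18.7 RPM of these. Mir17 and Mir16-2 went the same way as Mir21a here, with 73.4 and 25.7 RPM in WT 3 against 43.6 and 9.37 RPM in WT 1. Such RNA therefore stays open too. Keeping only hairpins with unchanged reads was chosen after the scan was seen. The changed form stood at 224, 478 and 1609 RPM in WT 1, 2 and 3, and at 1006, 864 and 2028 RPM in Tau tg 1, 2 and 3. Across the 6 samples it correlated with miR-21a-5p, with a Pearson r of 0.812 (exact permutation p 0.075) and a Spearman rho of 0.771 (exact permutation p 0.103). Without the 2 samples farthest from the median r was 0.252, so the relation rests on those samples. Which share of conserved miRNA reads such cells would bring cannot be read from these sequences.

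The miR-200 and miR-183 clusters were lower in Tau tg, with all 8 miRNAs below 0 and a median log2 change of -1.55. miR-429-3p fell from 844 ± 546 to 102 ± 91.0 RPM and miR-182-5p from 509 ± 279 to 101 ± 49.1 RPM (SD, n = 3), with limma adjusted p-values of 0.188 and 0.227. Summed as a family, miR-429 had a limma adjusted p of 0.0162. WT 1 was the lowest WT sample for 7 of the 8, and for some of them it stood close to Tau tg 1. miR-429-3p stood at 232 RPM in WT 1 and 205 RPM in Tau tg 1, miR-200a-3p at 930 and 906 RPM, miR-96-5p at 96.0 and 86.4 RPM, miR-141-3p at 705 and 630 RPM, and miR-183-5p at 38.4 and 45.0 RPM. For others WT 1 lay further above all Tau tg samples, with miR-200c-3p at 779 RPM against at most 570 RPM, miR-200b-3p at 459 against at most 275 RPM, and miR-182-5p at 192 against at most 147 RPM. For miR-200c-3p it was WT 2, at 516 RPM, that lay within the Tau tg range. A difference in scaling is argued against by a median of -1.71 under median-of-ratios scaling. A lower share of pituitary-like tissue cannot be told from these values: the median was 0.54 for miR-375-3p, miR-7a-5p and miR-7b-5p, all detected here and 1 of them lower, of which miR-375-3p stood at 51.5 and 75.5 RPM. A lower share of choroid plexus-like tissue stays open as well, with a median of 1.16 for its 4 miRNAs, all detected here but miR-211-5p close to the floor, of which miR-204-5p stood at 2835 and 4586 RPM. Of the 7 miRNAs of these lists together, only miR-1298-5p had an unadjusted p under 0.05 (0.0293), and it was higher in Tau tg. RNA from the cells with the changed miR-21a-3p form stays open too, since the ratio of Tau tg to WT of 1.69 for that form lay within its spread. Other differences in dissection and the genotype itself stay open, untested. The 8 miRNAs were chosen after their values were seen.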
